# Data on differentially expressed microRNAs in the liver between nonalcoholic fatty liver disease and normal Wistar rat using Solexa sequencing

**DOI:** 10.1016/j.dib.2016.05.041

**Published:** 2016-05-24

**Authors:** Deqing Zhang, Yuqian Wang, Zhibin Ji, Zhonghua Wang

**Keywords:** MicroRNAs, Nonalcoholic fatty liver disease, Rat, Solexa sequencing

## Abstract

The dataset includes data from the Solexa sequencing reported in our paper: “Identification and differential expression of microRNAs associated with fat deposition in the liver of Wistar rats with nonalcoholic fatty liver disease” [1]. The data collected include small RNAs and microRNAs in liver tissue from high glucose-induced NAFLD Wistar rats, using normal Wistar rats as their negative controls. 6 small RNA libraries were constructed and the expression profiles were compared between the two groups. Here we describe in detail how the data, deposited in the Gene Expression Omnibus (GEO) with the accession number GEO: GSE68411, was generated including the basic analysis.

**Specifications Table**

**Table:** 

Subject area	Biology
More specific subject area	Animal nutrition and metabolism
Type of data	Figure and Table
How data was acquired	Solexa sequencing of Illumina HiSeq 2000 Genome Analyzer and Quantitative PCR analysis was performed
Data format	Filtered and analyzed
Experimental factors	3 NAFLD rat liver tissue samples and 3 normal rat liver tissue samples were used for RNA sequencing.
Experimental features	Rat model of NAFLD were successfully established and three biological repetitions were performed to reduce the variance caused by individual differences. The livers of NAFLD group, chosen from among the samples with higher levels of hepatic triglycerides, and those from normal group, chosen randomly, were subjected to Solexa sequencing.
Sample source location	Experimental Animal Center of Shandong University, Jinan, China.
Data accessibility	Data are provided in the paper

**Value of the data**

• The data may provide these miRNAs differentially expressed in the liver as the potential biomarkers of NAFLD.

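Liver small RNA of 3 rats with NAFLD and 3 normal rats was compared here by distinct read sequence, called a tag, since no miRNA sequences were used. Of the tags, 19492 had enough reads for edgeR's quasi-likelihood test, with library size set to the total clean reads. The number of tags with a Benjamini-Hochberg adjusted p under 0.05 was 0, and the smallest adjusted p from edgeR was 0.499. At an unadjusted p under 0.05, the cut-off named in the paper's statistics section, 1854 tags passed, of which 1848 were higher and 6 lower in the NAFLD libraries. These counts depend on the fit. With edgeR's TMM factors, 510 tags were higher and 250 lower at an unadjusted p under 0.05. Under other fits chosen after the data were seen, up to 1552 tags had an adjusted p under 0.05. On simulated counts with the spread of the fit by total clean reads, 0 of 200 changed tags were recovered, so its count of 0 does not show that no tag differs. The paper proposes that the differentially expressed miRNAs in its data may serve as biomarkers, which counts of tags do not test.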

• The data lays a solid foundation for the function study of novel miRNAs involved in the pathophysiology of NAFLD for further.
• The data of GO annotation and KEGG pathway analysis indicates that some miRNAs play important roles in the process of liver fat deposition.
• The data may be useful as comparison with human liver miRNAs studies of NAFLD.

## 1 Data

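Small RNA from the liver of 3 rats with NAFLD and 3 normal rats was sequenced, with 1 library per rat. Of the 24 rats of the study, those of the high-glucose group were fasted for 48 h and then received a diet with 80% starch for 7 days, and the others received a standard diet with 35% starch. The paper chose the NAFLD livers among those with higher hepatic triglycerides and the normal livers at random. The age of the rats is 28 weeks in the paper and 4 months in the sample labels. For each library the authors deposited the tags left after cleaning, each with the number of reads that carried it, and a log of the reads removed at each step. These counts are not normalized, and the tags were not filtered for a match to the rat genome. The log gives 12000000 total reads for every library, and how this equal number was reached is not explained in the paper's text. The NAFLD libraries held 11601058, 11759006 and 11813490 clean reads, and the normal libraries held 11853876, 11870661 and 11880695. The counts of each library add up to the clean reads of its log. From the counts, TPM was computed by the paper's formula as the count divided by the total clean reads of the library and multiplied by 1000000. No genome or miRNA sequences were used here, so all values are per tag. The reads of 1 miRNA are then spread over several tags that differ at their ends, and no tag is given a miRNA name.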

The dataset described consists of cleaning reads data and the data of standard bioinformaitcs analysis. The cleaning reads data contains clean reads and the length distribution of small RNA after removing adaptors, low quality reads as well as contaminants (Supplementary Table 1, 2). 

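In all, 1528721 different tags were read, and 29062 of them occurred in all 6 libraries. Total clean reads were 11724518 ± 110335 (SD, n = 3) in the NAFLD libraries and 11868411 ± 13550 (SD, n = 3) in the normal libraries. All 3 NAFLD libraries held fewer clean reads than all 3 normal ones (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The number of different tags was 446077 ± 29085 (SD, n = 3) in the NAFLD libraries and 241429 ± 21921 (SD, n = 3) in the normal libraries, again without overlap (exact permutation p = 0.1). The shortest tag had 18 nt and the longest 44 nt. Reads of 21 to 23 nt made up 81.9% ± 1.58 (SD, n = 3) of the clean reads in the NAFLD libraries and 89.0% ± 1.41 (SD, n = 3) in the normal libraries. The difference of -7.09 percentage points was larger than the spread between libraries, with no overlap between the groups (exact permutation p = 0.1). For single libraries the counting error was small: the lowest share, 80.1% in NAFLD replicate 1, had a 95% Wilson interval from 80.04% to 80.09%. With each tag counted once in place of each read, the shares were 35.9% ± 1.81 and 42.3% ± 1.35 (SD, n = 3 each). Reads of 26 nt or more made up 3.16% ± 0.316 (SD, n = 3) in the NAFLD libraries and 0.932% ± 0.525 (SD, n = 3) in the normal libraries. Among the normal libraries, replicate 2 had 1.54% of such reads, against 0.625% and 0.632% in replicates 1 and 3. Reads of over 30 nt were at most 0.0127% of any library.

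**Figure D1:**
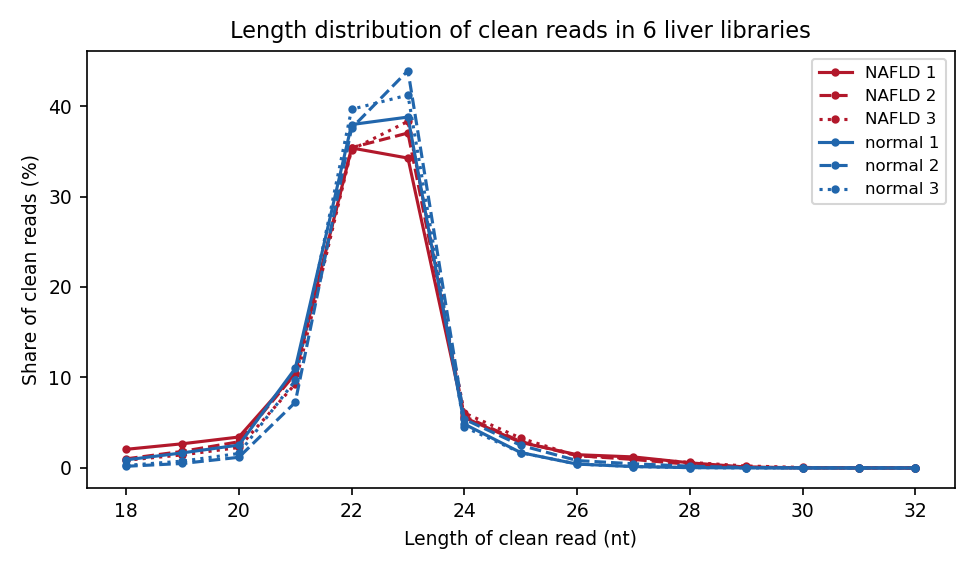
Share of clean reads (%) by read length (nt) in the 3 NAFLD libraries (red) and the 3 normal libraries (blue), with 1 line per library. Reads of 22 nt reached 35.2% to 35.4% in the NAFLD libraries and 37.6% to 39.6% in the normal libraries.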

The data of standard bioinformaitcs analysis mainly includes known miRNAs, novel miRNAs and its secondary structure by Mireap (Supplementary Table 3), differential expression analysis of known miRNAs (Supplementary Table 4), target genes prediction for novel miRNAs (Supplementary Table 5), KEGG pathway annotations and GO annotations for the target genes (Supplementary Table 6,7).

## 2 Experimental design, materials and methods

### 2.1 Experimental design

A rat model of NAFLD was established and the liver tissues of NAFLD Wistar rats and normal Wistar rats were subjected to Solexa sequencing. Standard bioinformatics analysis was performed to annotate the clean reads into different categories. 6 Small RNA libraries were constructed, and the expression profiles of miRNAS were compared between the both groups.

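The 10 most abundant tags took 60.1% ± 1.28 (SD, n = 3) of the clean reads in the NAFLD libraries and 71.2% ± 1.76 (SD, n = 3) in the normal libraries, with no overlap between the groups (exact permutation p = 0.1). The most abundant tag, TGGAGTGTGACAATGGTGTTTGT, reached 175740 ± 7688 TPM (SD, n = 3) in the NAFLD libraries and 218114 ± 14835 TPM (SD, n = 3) in the normal libraries. The tag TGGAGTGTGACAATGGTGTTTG, which is shorter by 1 nt, reached 136942 ± 4708 TPM and 190295 ± 9112 TPM (SD, n = 3 each). By the mean over all 6 libraries, the next was TGGAGTGTGACAATGGTGTTTGA with 59778 ± 3186 TPM and 80458 ± 5462 TPM (SD, n = 3 each). TGAGGTAGTAGATTGTATAGTT, which followed by that mean but was above it in the NAFLD libraries, had 72543 ± 4202 TPM in the NAFLD libraries and 65604 ± 3827 TPM in the normal libraries (SD, n = 3 each). Since TPM is a share, the sum over the remaining tags rose in turn, from 28.8% to 39.9% of the clean reads, a log2 ratio of 0.47.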

### 2.2 Materials and methods

#### 2.2.1 Establishment of a NAFLD Wistar rat model

Twenty-four male Wistar rats, aged 28 weeks old and weighing 445–560 g were randomly divided into two groups: a high- glucose group (HG) and a normal group (NG). All rats were kept on a 12 h light/dark cycle and fed ad libitum food and water during the whole study. HG Wistar rats were first fasted for 48 h, and then fed ad libitum with a diet containing starch (80%), casein (16%), and mineral and vitamin mix (4%), whereas NG rats were fed standard diet containing 69% carbohydrate (including 35% starch), 18% protein, 4% fiber, 3% lipids, and 5% minerals and vitamins. At the end of the 7th day, all the rats were sacrificed by removal of the liver under deep ether anesthesia. The levels of hepatic TG were routinely determined with TG kits. The liver was processed into paraffin sections using standard methods and sections were dyed with hematoxylin and eosin staining and observed under an optical microscope.

#### 2.2.2 Solexa sequencing

The liver tissues of HG-induced NAFLD Wistar rats chosen from among the samples with higher levels of hepatic triglycerides, and those from normal Wistar rats chosen randomly, were frozen immediately in liquid nitrogen after dissection. Total RNAs were extracted using TRIzol reagent and the quality of the total RNA was examined using gel electrophoresis (28S:18S>1.5) and a bioanalyzer. Total RNAs were stored at –80 °C.

The total RNA of each sample was processed using a Small RNA Sample Prep Kit in accordance with the kit instructions. Briefly, the 18–30 nt fragments of the total RNA were excised and purified using polyacrylamide gel electrophoresis. Next, a pair of Solexa adaptors was ligated to the 5׳ and 3׳ ends of the small RNA, respectively, using T4 RNA ligase. The adapted small RNAs were converted to cDNA by reverse transcription and the cDNAs were amplified by PCR. The PCR products were purified through 4% agarose gels and were prepared for Solexa sequencing. Finally, the image files generated by the Solexa sequencer were processed to obtain quality digital data (Fig. 1A). Fig. 1B shows the overall flow of the bioinformatics analysis.

#### 2.2.3 Bioinformatics analysis

All raw reads obtained were processed according to the rules of Sunkar et al. [2] as follows: i) removal of low quality reads; ii) removal of reads with 5׳ primer contaminants; iii) removal of reads without 3׳ primers; iv) removal of reads without the insert tag; v) removal of reads with poly A; vi) removal of reads shorter than 18 nt; and vii) summarization of the length distribution of the clean reads. 

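Of the total reads in each log, 11927323 ± 24627 (SD, n = 3) in the NAFLD libraries and 11943121 ± 26965 (SD, n = 3) in the normal libraries were of high quality, a difference within the spread between libraries (exact permutation p = 0.5). Much of this spread cut across the groups. NAFLD replicates 2 and 3 and normal replicate 2 had 11905028 to 11923183 such reads, and the other libraries 11953757 to 11960552. The test thus cannot exclude a smaller difference between the groups. Reads with 5′ primer contaminants were 0.659% ± 0.278 (SD, n = 3) of the high-quality reads in the NAFLD libraries and 0.349% ± 0.145 (SD, n = 3) in the normal libraries. Between 3827 and 8925 reads per library had no 3′ primer, and between 1993 and 11833 had no insert. The poly A step removed 106 to 147 reads. Reads shorter than 18 nt were 0.920% ± 0.806 (SD, n = 3) of the high-quality reads in the NAFLD libraries, where replicate 1 alone had 1.85%, and 0.202% ± 0.216 (SD, n = 3) in the normal libraries, with overlap between the groups (exact permutation p = 0.2). Clean reads were 98.3% ± 1.09 and 99.4% ± 0.272 of the high-quality reads in the NAFLD and normal libraries (SD, n = 3 each).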

The clean reads were mapped to the Rattus norvegicus genome using SOAPv1.11 software [3]. Clean reads with perfect matches were reserved for further analysis.

The sequences were used to implement a BLASTN search against the miRNA database (miRBase 20.0) to identify conserved miRNAs. The clean reads were compared with the small RNAs annotated in the GenBank and Rfam 10.1 databases to note the small RNA sequences with tag2 annotation software. Before the alignment and annotation, some small RNA tags might map to more than one category. To ensure that every unique short RNA mapped to only one annotation, we follow the following priority rule: rRNAs, tRNAs, snRNAs, snoRNAs, and miRNAs, in which (GenBank>Rfam)>known miRNA>repeat>exon>intron. Some small RNAs not mapped to any annotation information were named as unannotated sequences, and were subsequently used to predict novel miRNAs.

Novel miRNAs were predicted using Mireap software by analyzing the secondary structure, the Dicer cleavage site, and the minimum free energy of the unannotated small RNA tags. Secondary structure prediction was verified using Mfold3.2 software [4], and each sequence was subjected to a further check through the MIREAPv0.2 software [5] according to the following parameter set by Zuker and Jacobson [6]: i) minimal and maximal miRNA sequence length (18–26 nt); ii) minimal and maximal miRNA reference sequence length (20–24 nt); iii) minimal depth of Drosha/Dicer cutting site (3); iv) maximal copy number of miRNAs in the reference (20); v) maximal free energy allowed for a miRNA precursor (−18 kcal/mol); vi) maximal space between miRNA and miRNA* (35); vii) minimal base pairs of miRNA and miRNA* (14); viii) maximal bulge of miRNA and miRNA* (4); ix) maximal asymmetry of the miRNA/miRNA* duplex (5); and x) length of the sequence flanking the miRNA precursor (10). The chosen sequences were transferred into a secondary structure program using RNAfold software. Then, pseudo pre-miRNAs were filtered out by MiPred in accordance with the following rules: minimum free energy >−20 kcal/mol or *P*-value >0.05 [7].

#### 2.2.4 GO annotation and KEGG pathway analysis of the target genes

The GO database was used to enrich for gene functions. Bonferroni correction was used to obtain a corrected *P*-value. GO terms with corrected *P*-value ≤0.05 were defined as significantly enriched in target gene candidates. KEGG is the major public pathway related database [8], and was used to annotate the pathways for target genes and to identify their biological functions. Genes with false discovery rates ≤0.05 were considered as significantly enriched target gene candidates.

#### 2.2.5 Identification of differentially expressed known miRNAs

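Across the 1528721 tags, the correlation between libraries was computed as Pearson's r of log2(TPM + 1) for each of the 15 pairs. Tags are not independent replicates, so r describes these libraries. The mean r was 0.809 over the 6 pairs within a group and 0.810 over the 9 pairs between groups, a difference of -0.0011 against an SD of 0.083 among the pairs within a group. The alternative that moved this difference most, the tags kept by edgeR's filterByExpr, gave -0.027. When each tag 1 substitution away from a tag at least 5 times as abundant was added to that tag, the difference was 0.017. The level of the correlation depended on the measure. Spearman's rho had a mean of 0.034 within and 0.056 between groups. With 0.1 in place of 1 added to TPM, the mean r was 0.557 and 0.570, and on TPM without the log 0.997 and 0.991. The pairs divided in another way. NAFLD replicates 2 and 3 and normal replicate 2 correlated with one another, and so did NAFLD replicate 1 and normal replicates 1 and 3, with r from 0.870 to 0.920, whereas pairs of 1 library from each of these sets had r from 0.722 to 0.773. Of the 6 pairs within a group 2 were of the same set, and of the 9 pairs between groups 4 were, so most of the SD comes from the sets. Among pairs of the same set the mean r was 0.914 within groups and 0.896 between groups, and among pairs of different sets it was 0.757 and 0.742. The sets differed in the share of reads that carried a substitution relative to 50 abundant tags. At read position 4, counted from 1 at the 5′ end, the median of this share over the tags was between 1.37% and 1.54% in NAFLD replicates 2 and 3 and normal replicate 2, and between 0.040% and 0.055% in the other libraries. The median was raised more than 3 times at positions 3, 4 and 13. The mean was raised so at 11 of the first 20 positions, which rests at most of them on few tags: at position 8, the position with the highest mean, 9 of the 50 tags were raised, against 45 at position 4. In the most abundant tag, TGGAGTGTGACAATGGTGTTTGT, the substitution A4C was carried by 16998 and 14698 reads in NAFLD replicates 2 and 3 and by 19411 reads in normal replicate 2, but by 27, 23 and 20 reads in NAFLD replicate 1 and normal replicates 1 and 3. The substitution T8C of the same tag was carried by 0.017% to 0.022% of its reads in all libraries. Each of these sets alone leaves 1 library against 2 and allows no test, and no test over both sets together was run for these measures. Within the sets, the differences between the groups kept their direction. For NAFLD replicate 1 against normal replicates 1 and 3, the difference was -9.06 percentage points in the share of 21 to 23 nt, 2.76 points in the share of 26 nt or more, -12.7 points in the share of the 10 most abundant tags and 183366 in the number of different tags. For NAFLD replicates 2 and 3 against normal replicate 2, these differences were -5.91, 1.51 and -9.89 percentage points and 197631 tags. With each tag counted once, the share of 26 nt or more differed by 6.79 points in the former set and by -0.185 points in the latter. Replicates of a group were separate libraries, with chi-square values per degree of freedom of at least 31.0 between their counts.

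**Figure D2:**
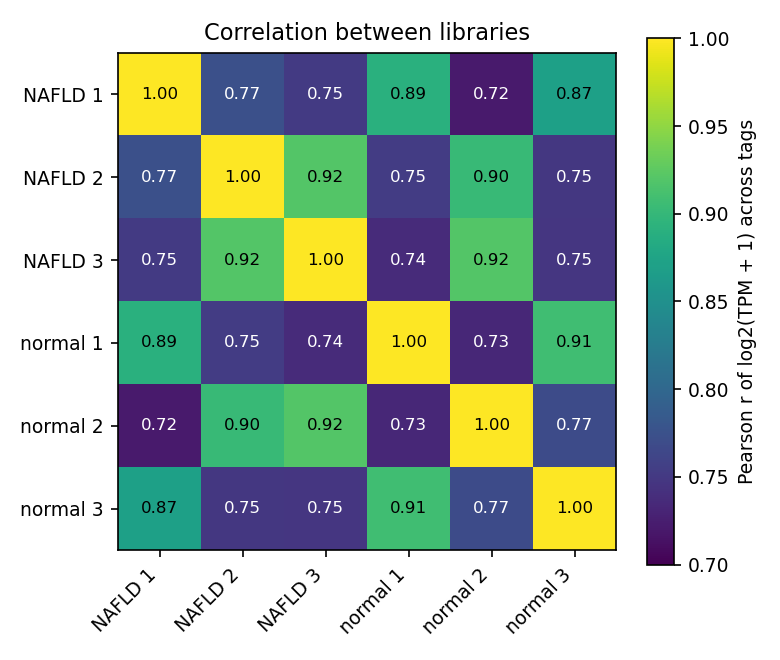
Pearson r of log2(TPM + 1) across tags for each pair of the 3 NAFLD and 3 normal libraries. NAFLD replicate 2 and normal replicate 2 are among the pairs from 0.870 to 0.920, and pairs from 0.722 to 0.773 occur within both groups.

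**Figure D3:**
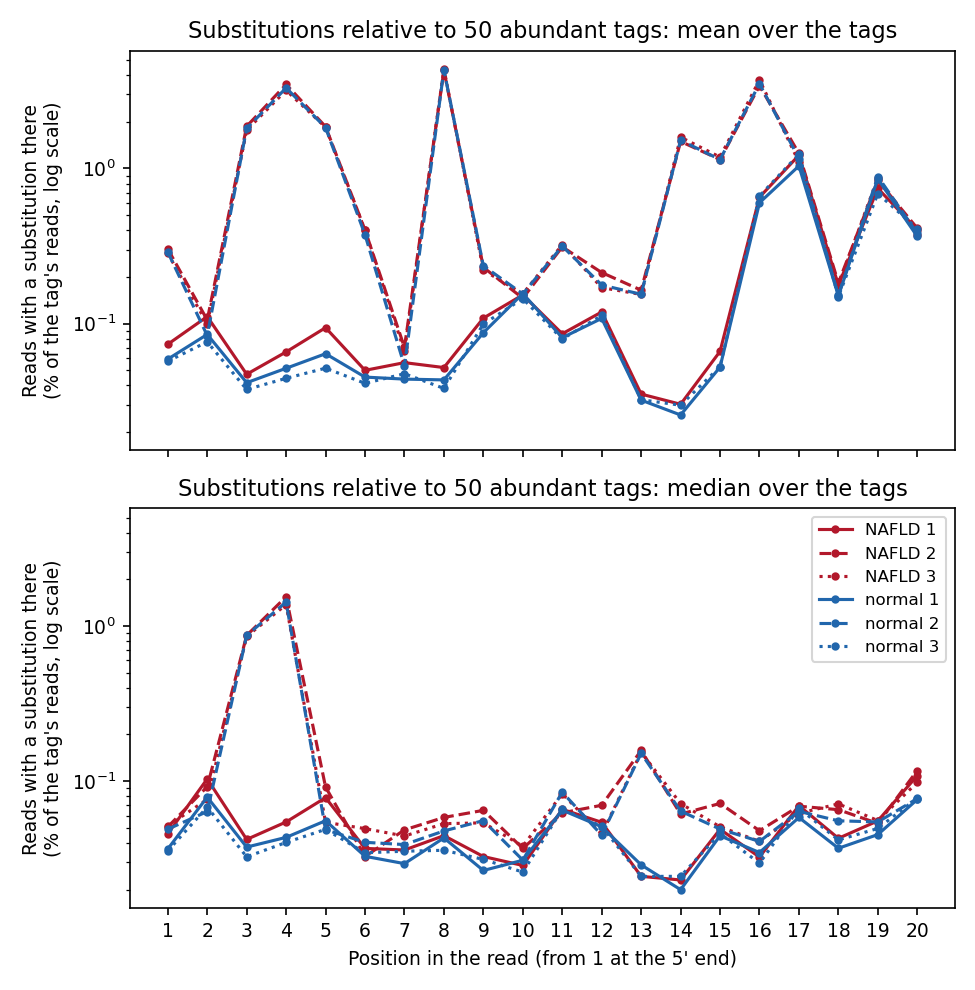
Share of reads with a substitution (% of the reads of the tag, log axis) at each of the first 20 read positions, as the mean (top) and the median (bottom) over 50 abundant tags, with 1 line per library (NAFLD red, normal blue). At position 4 the medians of 3 libraries lie between 1.37% and 1.54% and those of the others between 0.040% and 0.055%.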

To identify the differentially expressed miRNAs between the both groups, the 6 small RNA libraries were divided into two groups for statistical analysis after confirming the inter-group correlation. The miRNA expression in the two groups was shown by plotting a Log2-ratio figure and scatter plot. The procedures were as follows: i) normalize the expression of miRNA in the two groups to obtain the expression of transcripts per million (TPM) using the normalization formula: normalized expression=actual miRNA count/total count of clean reads *1×10^6^; ii) calculate the fold-change and *P*-value from the normalized expression. 

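With TPM scaling, the median log2 fold change of the 19492 tested tags was 0.90, so most tags were shifted upward in the NAFLD libraries. The size of this median depends on the fit and its tags. It was 0.54 for tags with at least 10 reads in every library and 1.07 with the replicate number as a block. With edgeR's TMM factors in place of total clean reads, the median was 0.23, and the count of tags at an unadjusted p under 0.05 was 760. The number of tags with an adjusted p under 0.05 remained 0 with TMM. The replicate numbers 1 to 3 occur in both groups. With the replicate number as a block (replicate block), 0 tags had an adjusted p under 0.05 and 1597 had an unadjusted p under 0.05. To see whether the numbers pair the libraries, deviations from the group means were correlated across tags. Same-numbered libraries had a mean r of 0.29 with a range from -0.59 to 0.74 over 3 pairs, and differently numbered libraries had a mean r of -0.21 with a range from -0.88 to 0.82 over 6 pairs. The ranges overlap, and replicates 1 and 2 each fall on the same side of the division by substitution rate. With that division as a covariate, chosen after the data were seen, edgeR gave 189 tags with an adjusted p under 0.05, of which 187 were higher and 2 lower in the NAFLD libraries. The paper reasons from fold change and P-value of the normalized expression to the list of differentially expressed miRNAs, and also describes qRT-PCR on miRNAs. The counts of tags here do not test that list.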

The log2 ratio plot and scatter plot were then generated. 

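Log2 fold changes are of NAFLD over normal, given as fitted and also relative to the median of all tested tags. The tags with the smallest p in each direction were as follows. None of them passed an adjusted p of 0.05 in edgeR's quasi-likelihood fit by total clean reads, although some did under alternatives: AGGTCCCTGTTCGGGCGCCA had an adjusted p of 0.0297 in the edgeR fit to tags with at least 10 reads in every library, and with the division by substitution rate as a covariate 5 of the 6 tags had an adjusted p from edgeR of 0.0326 to 0.0476. GCTGGTTCGATTCCGGCTCGAAGGACCA had a log2 fold change of 5.24 (standard error 0.60), or 4.34 above the median, with 5.71 ± 1.57 TPM in the NAFLD libraries and 0.140 ± 0.0485 TPM in the normal libraries (SD, n = 3 each). Its normal values rest on 1, 2 and 2 reads. AGGTCCCTGTTCGGGCGCCA had a log2 fold change of 4.54 (standard error 0.54), or 3.64 above the median, with 558 ± 183 TPM and 23.9 ± 12.1 TPM (SD, n = 3 each). AGGGTTCAGTCCCTGTTCGGGCGCCA had a log2 fold change of 5.13 (standard error 0.63), or 4.23 above the median, with 8.21 ± 3.88 TPM and 0.225 ± 0.0484 TPM (SD, n = 3 each). Its normal values rest on 2, 3 and 3 reads. With limma on log2(TPM + 1), the log2 fold change was 2.83 for this tag and 2.53 for GCTGGTTCGATTCCGGCTCGAAGGACCA, so the size of both depends on the method. In the other direction, the log2 fold change was -0.47 (standard error 0.06) for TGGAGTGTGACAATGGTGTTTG, -0.43 (standard error 0.08) for TGGAGTGTGACAATGGTGTTTGA and -0.31 (standard error 0.07) for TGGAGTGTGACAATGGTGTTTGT. Relative to the median these were -1.38, -1.33 and -1.21. The adjusted p of edgeR was 0.499 for all 6 tags. In every one of these tags the 3 libraries of one group lay above the 3 of the other. These are not 6 separate results. The 3 lower tags are the same sequence apart from the presence or kind of a last base. AGGTCCCTGTTCGGGCGCCA and AGGGTTCAGTCCCTGTTCGGGCGCCA share the end GTCCCTGTTCGGGCGCCA. All 3 higher tags end in CCA, and their reads are among those ending in CCA in the additional observations. The higher tags and the rise of such reads are thus not independent findings. Among the other abundant tags, the log2 fold changes were from -0.17 to 0.20. With TMM factors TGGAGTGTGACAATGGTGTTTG had -1.16, and TGAGGTAGTAGATTGTATAGTT, at 0.15 by total clean reads, had -0.50.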

The fold-change formula was: fold change=log2 (NAFLD group/normal group). 

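Average linkage on 1 minus Pearson's r of log2(TPM + 1) over all tags placed NAFLD replicate 1 with normal replicates 1 and 3 on one side of the first split, and NAFLD replicates 2 and 3 with normal replicate 2 on the other. By this split 4 of the 6 libraries lay on the side of their group, and all 6 lay on the side of their substitution rate. A split of 3 libraries against 3 cannot give fewer than 4, so the former count shows no agreement with the groups. On TPM without the log, where the most abundant tags weigh most, all 6 libraries lay on the side of their group.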

Permut Matrix software with the Pearson distance was used to perform hierarchical clustering of miRNA expression [9].

#### 2.2.6 qRT-PCR validation and data analysis

qRT-PCR was performed to validate the expression of the miRNAs found in the two groups by sequencing. The primers for miRNA amplification were designed on the basis of the miRNA gene sequences in miRBase. Briefly, the reverse transcription reaction was performed according to the SYBR® PrimeScript™ miRNA RT-PCR Kit protocol. All reactions were run in triplicate. A melting curve was constructed using ABI7500 Pro software. Standard curves were established for each assay with serial 5-fold sample dilutions. The PCR efficiencies were calculated based on the slopes of standard curves and the relative amount of each miRNA was determined according to the 2^-ΔΔCt^ method [10]. U6 was used as the housekeeping gene for normalization between samples.

#### 2.2.7 Statistical analysis

The SPSS 17.0 software package was used to process the data and all data were shown with the means±the standard error. Significant differences were examined using one-way ANOVA and the Student׳s t test, and differences with *P*<0.05 were considered statistically significant for all experiments.

## Figures and Tables

**Fig. 1:**
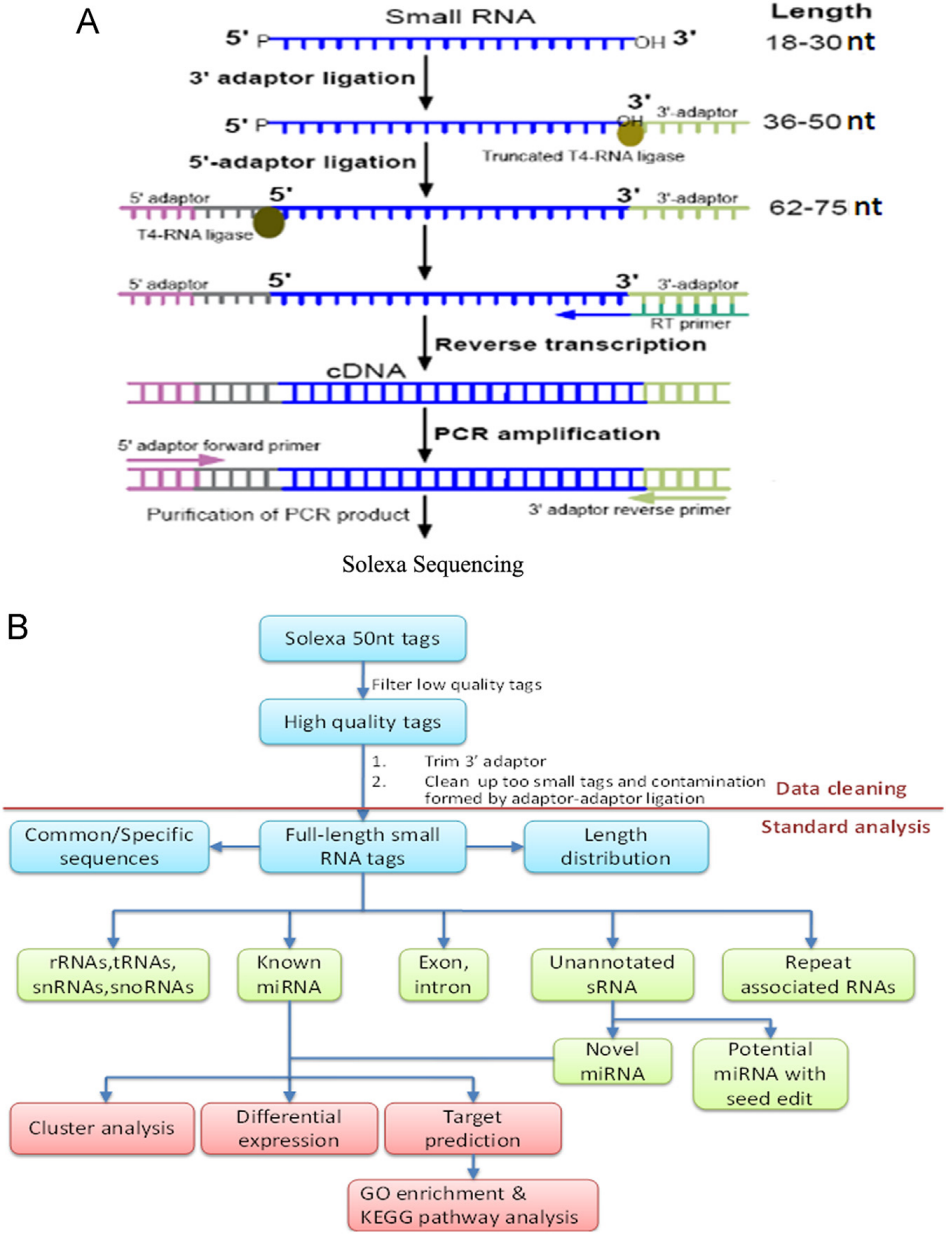
The overall process of Solexa sequencing. A experimental process of small RNA sequencing. The small RNAs were converted to cDNA by RT-PCR. PCR products were purified and prepared for Solexa sequencing. B Solexa sequencing data analysis**.** The 50 nt reads from Solexa sequencing were first subjected to data cleaning. Standard bioinformatics analysis was used to annotate the clean reads into different categories; those that could not be annotated into any category were used to predict novel miRNAs.

How the deposited data were processed for this re-analysis (not part of the article)

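Small RNA libraries from the liver of 3 rats with NAFLD and 3 normal rats were analysed, with conditions and replicate numbers taken from the sample labels and the paper. The authors sequenced gel-purified small RNA, removed low-quality reads, 5′ primer contaminants, reads without 3′ primer or insert, poly A reads and reads under 18 nt, and deposited for each library the count of reads of every remaining tag. The deposited log gives each step as a count of reads and as a percent of the high-quality reads. The counts are not normalized and were not filtered for a genome match. The 2 deposited forms of each tag list held identical tags and counts, and the counts summed to the clean reads in the log.

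TPM was computed as in the paper. Length shares, numbers of different tags and shares of abundant tags were compared between groups by two-sided exact permutation tests on the difference of means, for which 3 libraries against 3 cannot give a p below 0.1. At 11601058 to 11880695 clean reads per library, counting error is small beside the differences between libraries. Wilson intervals at 95% cover counting error only, since amplified reads are not independent molecules.

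Tags were tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, filterByExpr, library size equal to total clean reads, Benjamini-Hochberg adjustment, threshold 0.05), on tags with at least 15 reads in all before that filter. DESeq2 1.42.0 and limma 3.58.1 on log2(TPM + 1) were alternatives. The standard errors given for edgeR are the absolute log2 fold change divided by the square root of the F statistic. Other steps used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. The pairing of libraries is by the replicate numbers of the sample labels, and the paper does not pair the animals. The fit was tested on simulated data with 200 of 19492 tags changed, 50 each by log2 1, 2, 4 and 6. At a low spread (dispersion 0.02), 168 of the changed tags were recovered, with 9 false calls. At the spread of the fit with substitution rate as a covariate, 106 were recovered, with 4 false calls. At the spread of the fit without covariate, 0 were recovered, although the median estimate of a log2 change of 4 was 4.03. The fit without covariate to all 19492 tags thus recovered no simulated change of up to log2 6 at that spread. The fit to tags with at least 10 reads in every library was not tested this way.

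The tags named in the text follow a rule set before the data were examined and written for miRNAs: the 10 with the highest mean TPM, and in each direction those past the threshold, or, where fewer than 3 pass, the 3 with the smallest unadjusted p. It was applied to tags, which gave 13 tags. Substitution rates were computed for 50 abundant tags that reached at least a fraction of 0.25 of their mean TPM in every library, over the first 20 positions. Libraries were divided at the largest gap in rate, a division made after a table of correlations was seen. For merged tags, each tag 1 substitution from a tag at least 5 times as abundant was added to it.

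The genome match, the annotation into RNA categories, the number of known miRNAs, their differential expression, the prediction of miRNAs and their targets, and qRT-PCR were not analysed here. Correlation and clustering, planned on miRNAs, were computed on tags. For the tag test, 11 alternatives were set before the data were examined and 8 were added after; their effect is given with the observations.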

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

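The tests of the division by substitution rate and of RNA breakdown, the comparison with other short reads and the shares within single lengths were chosen only after the result was seen. The paper does not report on the ends of long reads, and in these reads a signal appeared above its level in the normal libraries. Reads of 26 nt or more that end in CCA made up 0.667% ± 0.190 (SD, n = 3) of the clean reads in the NAFLD libraries and 0.0587% ± 0.0558 (SD, n = 3) in the normal libraries. The shares were 0.877%, 0.507% and 0.618% in the NAFLD libraries and 0.0242%, 0.123% and 0.0289% in the normal libraries, so all 3 NAFLD libraries lay above all 3 normal ones (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). The most abundant such tag was AGGGTTCAGGTCCCTGTTCGGGCGCCA of 27 nt, with 892 ± 500 TPM in the NAFLD libraries and 43.0 ± 43.5 TPM in the normal libraries (SD, n = 3 each).

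A size selection that kept longer fragments would raise long reads alike whatever their end. Long reads with other ends were also more frequent, at 2.49% of clean reads in the NAFLD libraries and 0.873% in the normal ones. By log2 ratio of NAFLD to normal, CCA ranked 1 of the 64 possible ends, but it was noticed because of its rise, so this rank could hardly have come out otherwise and leaves the question open. Reads of 20 to 24 nt ending in CCA were also more frequent in all 3 NAFLD libraries, with a log2 ratio of 0.69. The median of the 64 ends at this length was 0.50, and CCA ranked 16, so this rise is above the median but not at the top and leaves the question open too. Of the reads of 26 nt or more, those ending in CCA were 20.9% in the NAFLD libraries and 5.48% in the normal ones, without overlap. Within single lengths the share ending in CCA was higher in all NAFLD libraries at 4 of the 5 lengths from 26 to 30 nt, the exception being 30 nt. At 26 nt it was 8.34%, 6.88% and 5.64% in the NAFLD libraries and 2.72%, 4.45% and 3.03% in the normal ones. At 27 nt it was 38.9%, 28.4% and 28.8% against 5.68%, 12.9% and 6.47%. It was also higher in all NAFLD libraries at 18, 20, 22, 24 and 25 nt, but not at 19, 21 and 23 nt. A selection by length alone would not change the share within a given length. The values at 26 to 29 nt thus argue against it as the source of the whole rise at these lengths. CCA was chosen for its rise in these reads, which limits this test. The 10 most abundant such tags carried 47.0% of the difference. Without them the log2 ratio was 3.09 and the groups stayed apart, so they do not account for all of it. The division of the libraries by substitution rate did not account for it either. Within its sets the differences were 0.850 and 0.439 percentage points, against 0.608 over all libraries. That every NAFLD library lay above every normal one in both sets (2 of 2) follows from the lack of overlap. RNA breakdown was judged by reads under 18 nt. Fragments of 18 to 30 nt had been excised before sequencing, so such reads are only those left after that step and measure breakdown poorly. The paper examined RNA quality by gel and bioanalyzer, but its text gives no values per library. Reads under 18 nt were more frequent in the NAFLD library in 8 of the 9 pairs of a NAFLD and a normal library, which leaves breakdown open. In the remaining pair, normal replicate 1 had more of them than NAFLD replicate 3 (0.451% and 0.427%), but long reads ending in CCA had a share of clean reads 25.6 times as high in NAFLD replicate 3. The frequency of reads under 18 nt thus does not account for the pattern in that pair. As that pair is 1 library against 1 and the groups did not overlap, its direction was fixed and does not settle breakdown. Breakdown that leaves no such reads was not tested. A size selection may account for part of the rise, since long reads with other ends rose too, with a log2 ratio of 1.51 against 3.51 for CCA. A preparation step that favours certain ends was not tested. A change with diet is a hypothesis that may be tested on further animals. Mature tRNAs end in CCA, but no tRNA sequences were used here and the origin of these reads was not tested.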

How the results depend on the processing

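Alternatives for merged tags, the library set (the division by substitution rate), DESeq2, limma, TMM factors with replicate block and all settings for the number of different tags and for long reads were chosen after seeing the data. The group differences in total clean reads, in the share of 21 to 23 nt, in the number of different tags and in the shares of long reads kept their direction under every alternative run for them on all libraries or without 1, although none could pass 0.05 with 3 libraries against 3. Within the library sets the exception was the share of 26 nt or more with each tag counted once, which differed by -0.185 points among the libraries with raised rates. With 1 library left out, the difference in the share of 21 to 23 nt was from -7.72 to -6.18 percentage points. The correlation difference moved by less than the SD of pairs within a group, which comes mostly from the library sets, with pseudocount 0.1, Spearman's rho, filterByExpr, equal depth and merged tags, and was positive with merged tags. On TPM without the log, a setting of the clustering, it was 0.0057 with an SD of 0.0018.

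The number of tags with an adjusted p under 0.05 was 0 with TMM factors, the replicate block, both together, equal depth, merged tags, limma and the 6 fits that each left out one library, and also 0 with merged tags, TMM factors and the library set together. At an unadjusted p under 0.05 these fits gave 681 to 5299 tags. It was 1 with at least 10 reads in every library and 18 with DESeq2. With the library set as a covariate it was 189, with TMM factors added 241, and with merged tags 1552. At an unadjusted p under 0.05 it was 1854. The count with the library set thus ranges from 0 to 1552 with the scaling and merging. The cause was not tested. The number of libraries on the side of their group in the clustering was 6 on TPM without the log and 5 with merged tags, in place of 4. For a split into equal numbers of libraries, 4 is the fewest possible. Complete linkage and the tags kept by filterByExpr left it at 4, and so did complete linkage with merged tags, where all 6 libraries lay on the side of their set.

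Abundant tags with changes near 0 changed sign when the scaling lowered them by about as much as the median of the tested tags. With TMM factors the median log2 fold change of the tested tags moved by -0.67, and with DESeq2 by -0.79, and TGAGGTAGTAGATTGTATAGTT moved by -0.64 and -0.74. In the order TGAGGTAGTAGATTGTATAGTT, TGAGGTAGTAGGTTGTATAGTT, TGAGGTAGTAGATTGTATAGTTT and TGAGGTAGTAGGTTGTATAGTTT, the log2 fold changes were -0.50, -0.58, -0.40 and -0.54 with TMM factors, -0.52, -0.59, -0.47 and -0.59 with TMM factors and replicate block, -0.71, -0.80, -0.68 and -0.81 with TMM factors and library set, -0.86, -0.95, -0.83 and -0.97 with merged tags as well, and -0.60, -0.69, -0.49 and -0.63 with DESeq2. With 1 library left out, the last of them ranged from -0.019 to 0.16. TGAGGTAGTAGGTTGTATGGTT had 0.0028 with merged tags and library set and from -0.068 to 0.054 with 1 library left out, and TGAGGTAGTAGGTTGTATGGTTT from -0.078 to 0.026. For the fits with total clean reads the cause was not tested. In 17 other cases a named tag passed an adjusted p of 0.05 under an alternative without a change of sign.

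Alternatives planned for the genome match, known miRNAs and their differential expression were not run, since no genome or miRNA sequences were used here. Drawing every library down to the smallest total changed depth by little, so it tells little about the effect of depth.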

Other observations

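The tests of depth, of the diet groups, of RNA breakdown, of sequencing runs, of merged tags for the number of different tags, of the division by substitution rate and of the splits of the libraries without covariate were chosen only after the result was seen. The 6 libraries fall into sets that cut across the groups, NAFLD replicates 2 and 3 with normal replicate 2 against NAFLD replicate 1 with normal replicates 1 and 3. The mean r was 0.902 within these sets and 0.748 between them. When tags 1 substitution from a tag at least 5 times as abundant were merged into it, this difference of 0.153 became 0.035, a ratio of 0.228, which is consistent with substitutions at certain read positions as the source of most of it. Depth does not separate the sets, since 3 of the 3 libraries with raised rates had total clean reads within the range of the others. By the diet groups, 4 of the 6 libraries lay on the side of their group, the fewest that a split of 3 against 3 can give. This count restates that the sets cut across the groups and is no separate test. A difference between sequencing runs is a candidate source. In 2 of the 7 steps of the cleaning log, high-quality reads and reads without 3′ primer, the sets did not overlap. Neither the labels nor the paper's text names the runs, so this cannot be settled.

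The splits of the libraries bear on the test of tags. Without covariate, 4 of the 4 splits that part all 3 same-numbered pairs gave as many tags with an adjusted p under 0.05 as the real one, whose count of 0 no split can fall below. At an unadjusted p under 0.05, the real split gave 1854 tags and the other 3 gave 171, 100 and 18. The 6 splits that part 1 pair included one that follows the sets, which gave 4969 tags with an adjusted p under 0.05, more than the diet groups. The other 5 gave 0 tags, and at an unadjusted p under 0.05 they gave 7 to 3380. With the library set as a covariate, 1 of the 4 comparable splits, the real one, gave as many as 189 tags. All 8 other splits that keep the composition of each set gave 0 tags, with 37 to 3324 tags at an unadjusted p under 0.05. So few splits cannot give a share under 0.05. A hypothesis for further animals is that the substitutions may hide differences between the diet groups at the level of tags. The covariate gave 189 tags, 241 with TMM factors, 1552 with merged tags, and 0 with merged tags and TMM factors together. Merged tags without the covariate gave 0, so these fits do not decide it.

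The NAFLD libraries held more different tags than the normal libraries, by a ratio of 1.85. Without tags within 1 substitution of the 1000 most abundant tags, the ratio was 1.88, but this removed only 4.93% of the tags of the NAFLD libraries. Merging, which removed 28.4%, gave a ratio of 1.75, while the difference in means fell from 204649 to 137405 tags. Merging removes tags from both groups, so the smaller difference does not by itself show that substitutions account for part of it. Single substitutions account for little of the ratio, and other errors were not tested. The smaller share of abundant tags in the NAFLD libraries may account for part of it. With the 10 most abundant tags left out and equal numbers of the remaining reads drawn, the ratio was 1.45 and the groups did not overlap. Depth did not account for it, since the NAFLD libraries held fewer clean reads (ratio 0.988). In both sets (2 of 2) every NAFLD library had more different tags than every normal one, which follows from the lack of overlap between the groups. Within the sets the differences were 183366 and 197631 tags, against 204649 over all libraries. RNA breakdown could add short fragments of many RNAs, and reads under 18 nt were more frequent in the NAFLD library in 8 of 9 pairs. Since fragments of 18 to 30 nt had been excised first, these reads measure breakdown poorly. In the remaining pair, normal replicate 1 had more reads under 18 nt than NAFLD replicate 3, which still had 1.97 times as many different tags. The share of the 10 most abundant tags thus accounts for part of the pattern at most. Removal of further abundant tags was not tested. Reads under 18 nt do not account for the pattern in that pair. That pair is 1 library against 1, and its direction was fixed, since the groups did not overlap. Neither test rules out that both contribute.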
